A study of Homo sapiens with 12 samples. Its data were reported in "Senescence of human pancreatic beta cells enhances functional maturation through chromatin reorganization and promotes interferon responsiveness" (2024).

How the data were processed

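Poly(A) RNA of EndoC-βH3 cells was measured by CEL-seq2, a method that reads the 3′ end of each transcript, in 12 samples: 6 of senescent and 6 of non-senescent cells. The titles of the samples carry a letter, A or B, which was taken as the batch. Batch A held 2 samples of each group and batch B held 4 of each. Groups, batches and replicate names came from the labels, and every column of the deposited table matched 1 sample by name.

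By the paper's methods, the authors trimmed reads with Cutadapt, quantified them with Salmon 0.13.1 on the human genome GRCh38, and normalised and compared the groups with DESeq2 with a correction for batch. The transcript annotation and the handling of molecular identifiers are not stated, so a read is not known to be an independent molecule, and floors given here cover counting error only. The deposited values are a signal, read numbers per gene divided by one DESeq2 size factor per sample, and are called normalised read counts here. Salmon estimates divide reads among similar transcripts, so values of paralogs (HLA class I, metallothionein and histone genes) are uncertain. The deposited log2 fold changes, their errors, the test statistic (a score, the fold change over its error) and the p-values and adjusted p-values are the authors' DESeq2 output. They were used only for the comparison named "the authors' deposited table".

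Every non-zero normalised value was a whole multiple of the smallest value of its column (100% of 196021 values in the 12 columns), so whole reads could be recovered. Totals ranged from 4672924 to 17106776 reads per library. A gene without reads in a library is compatible with up to 3 reads, which is 0.175 to 0.642 ppm of the reads, depending on the library. The table had 35337 rows, all with a gene name, and 22707 genes had reads in at least 1 library. Gene symbols were used as given in the table. Positions came from GENCODE v44 on GRCh38, the build named in the methods, matched by symbol and, for older symbols, through synonyms in the RefSeq gene table.

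The deposited values are not raw counts, so the main test was limma 3.58.1 in R 4.3.3 on log2(normalised read count + 1), with the intensity trend, for 13847 genes with a mean normalised read count of at least 5 over the 12 samples. The model held batch and group. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.5, the limits the study used. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The difference of the senescence response between batches was tested as the batch by group interaction at an adjusted p under 0.1.

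Gene lists were the 16 lists of the study's supplement, matched by symbol (94.9% to 100% of the members). Scores and set tests used members past the filter only, which were 47 of 144 matched for Replicative senescence, 48 of 142 for IR-induced senescence, 44 of 142 for Ras-induced senescence and 28 of 75 for SASP. Unmatched members, and up to 2 further members per list, were not used here. All members were weighted alike, without a sign. The score of a list in a library was the mean log2 value of its tested members minus the mean of all other tested genes in the same of 20 expression bins. Score differences were tested by a two-sided exact permutation test within batch over 420 arrangements, for which the smallest possible p is 0.00476, with Benjamini-Hochberg adjustment over the 16 lists. Each list was also tested against all other genes with limma's camera (preset inter-gene correlation of 0.01) and, as alternatives, with an estimated correlation and with fry, at an adjusted p under 0.05.

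A panel of 33 genes that the study discusses for these cells was fixed before the data were examined. So were the main tests, the alternatives and the rule for genes named in the text. The rule took the panel, and the 5 largest rises and 5 largest falls among called genes whose groups did not overlap within batch A nor within batch B and whose mean normalised read count was at least 20. Other genes are marked as chosen after their values were seen. The study discusses the panel from these same samples, so panel counts are not independent evidence. The counts cover the whole panel, of which some genes are not reported here singly.

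The alternatives varied the pseudocount, the filter, the scaling (TMM, same total, upper quartile), the batch term, a replicate block, the batches and single libraries left out, the trend and array weights, and the tool. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads. edgeR called 1561 higher and 1677 lower genes, of which 1495 and 1576 were also called by limma. The procedure was tested on simulated data with 200 of 13847 genes changed: limma called 91.5% of the changed genes and 95.8% of its calls were changed genes. Every simulated change was past the fold change limit, all genes had the same dispersion, and no response differed between batches. In the real data many more genes were called, so these rates need not hold there. Without changed genes limma made 0 calls. In pairs of libraries of one group and batch the chi-square per degree of freedom of the read numbers was 4.28 to 8.05. The 12 libraries were counted as separate replicates, as the labels name them, and whether they are separate cultures was not tested.

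The viral T antigen of the cell line was not analysed here.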

Results

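Gene expression was measured in EndoC-βH3 cells, a human line with properties of pancreatic beta cells that was made from fetal pancreas. The line proliferates because of introduced hTERT and SV40 large T antigen genes, which a tamoxifen-activated recombinase can remove. The samples were 6 of cells made senescent by 3 weeks of tamoxifen treatment and 6 of untreated, non-senescent cells. The question was which genes change upon senescence, with attention to beta-cell maturation, proliferation, interferon response and secreted inflammatory factors. Libraries of batch A (2 per group) held 8873569 to 17106776 reads and those of batch B (4 per group) held 4672924 to 7063264 reads. Lower genes were therefore measured with less counting error in batch A, but with fewer replicates.

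Libraries separated first by batch. The first principal component of the log2 values held 57.6% of the variance and split A from B, and the second held 19.3% and split senescent from non-senescent samples within both batches. The main comparisons therefore held batch as a term, and values within each batch are given for the genes described in detail. An SD over 6 libraries spans both batches, so it holds the batch difference besides the spread of replicates.

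**Figure D1:**
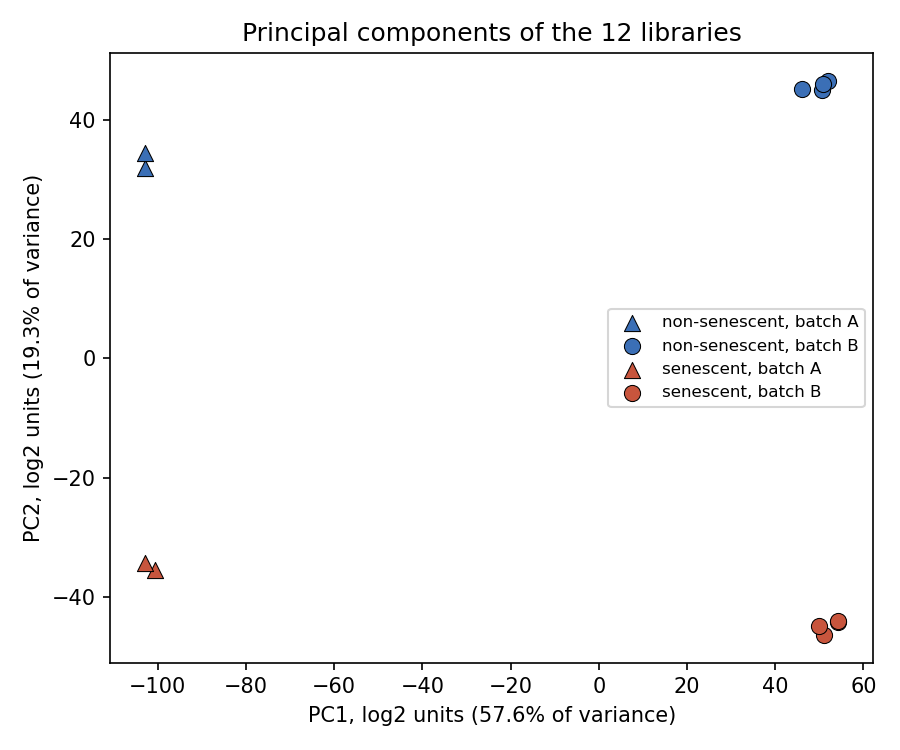
Principal components of the 12 libraries (log2 normalised read counts), with PC1 on the x axis and PC2 on the y axis, both in log2 units. Each point is a library, with colour for group and shape for batch; PC1 (57.6% of variance) separates the batches and PC2 (19.3%) separates the groups.

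Of 13847 genes tested with limma, 3237 passed the threshold (adjusted p under 0.1 and fold change over 1.5). Of these, 1605 were higher and 1632 were lower in senescent cells. The median log2 fold change of all tested genes was 0.012 and the median standard error was 0.16. The count was moved most, apart from dropping the fold change limit, by leaving the batch term out, which gave 2143 genes. Scaling every library to the same total gave 1226 higher and 2090 lower genes, or 37.0% higher among the calls instead of 49.6%, and moved the median of all genes to -0.09. In the authors' deposited table, 1625 genes were higher and 1727 lower at the same limits, of which 1508 and 1552 were shared with the calls here.

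The response was similar in direction in both batches. Of the called genes, 97.6% had the same sign in A and B, against 70.5% of all tested genes. The called genes were chosen by the fit over both batches, which favours equal signs. Values over all tested genes are free of that choice. Across the called genes, which are not independent replicates, Pearson's r of the batch A and batch B log2 fold changes was 0.84, and across all tested genes it was 0.65. The groups did not overlap, in the same direction within both batches, for 23.8% of tested genes, where chance gives 0.476%. For some genes the response differed between the batches, in size or in direction. The interaction of batch and group passed an adjusted p of 0.1 for 583 genes, of which 217 were called in the main comparison and 318 had opposite signs in A and B. Among the 3 processing alternatives run for that count, a stricter filter (mean normalised read count of at least 20) moved it most and gave 676 genes.

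**Figure D2:**
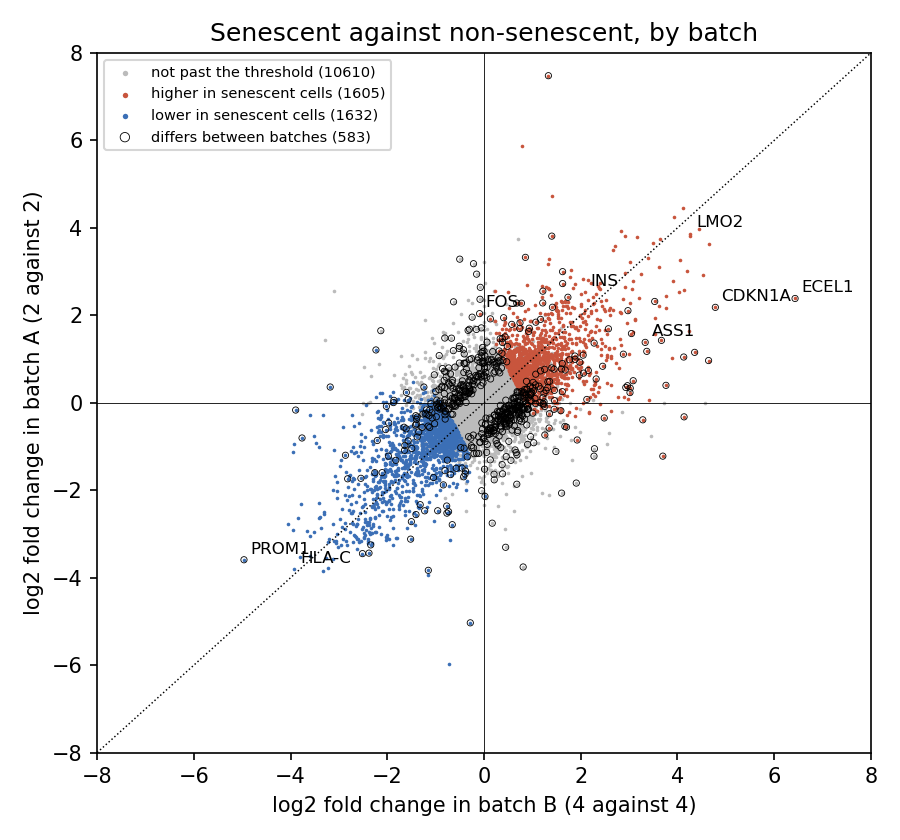
Log2 fold change of each tested gene upon senescence in batch B (x axis, 4 against 4 samples) and in batch A (y axis, 2 against 2 samples). Points are genes, coloured by call, circles mark the 583 genes whose response differed between batches, and the dotted line marks equal change; most called genes lie in the same quadrant in both batches.

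The largest rises under the naming rule were ECEL1, ADGRA1, FAM92B, MT1F and LMO2, with log2 fold changes from 4.13 to 5.08. The order depends on the pseudocount. At a pseudocount of 8, ECEL1 had a log2 fold change of 2.91, ADGRA1 2.71, FAM92B 2.69 and MT1F 2.50, under those of LMO2 (3.64) and CDKN1A (3.71). ECEL1 (GRCh38 chromosome 2, 232479827 to 232487834, protein-coding) had at most 3 reads in each non-senescent library and rose to 90.1 ± 66.8 normalised read counts (SD, n = 6), which is at least 26.0-fold higher (limma adjusted p 2.03e-06). Its rise was larger in batch B (6.43) than in batch A (2.39; adjusted interaction p 0.00672). FAM92B (chromosome 16, 85098358 to 85112472) was also at or under 3 reads in non-senescent libraries, and was at least 19.3-fold higher. LMO2, on chromosome 11 (33858576 to 33892076), rose from 16.4 ± 5.83 to 292 ± 50.5 normalised read counts (SD, n = 6), a log2 fold change of 4.13 ± 0.16 (SE, adjusted p 3.92e-12), with 3.87 in batch A and 4.25 in batch B.

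The largest falls were those of PROM1, HLA-C, MND1, CDHR1 and BUB1, with log2 fold changes from -4.51 to -3.57. That of CDHR1 was -5.78 at a pseudocount of 0.1 and -1.84 at a pseudocount of 8. PROM1 (chromosome 4, 15963076 to 16084378) decreased from 468 ± 236 to 26.8 ± 26.8 normalised read counts (SD, n = 6; log2 fold change -4.51, SE 0.23, adjusted p 1.35e-10), with -3.59 in batch A and -4.96 in batch B. HLA-C (chromosome 6, 31268749 to 31272130) decreased from 97.1 ± 70.9 to 6.31 ± 5.36 normalised read counts (SD, n = 6). Its log2 fold change was -3.88 ± 0.37 (SE, adjusted p 2.46e-07), with -3.80 in batch A and -3.92 in batch B. HLA-C shares sequence with the other class I genes, and Salmon's division of reads among them makes its level uncertain. BUB1 had 0 to 24 reads per senescent library, so its fold rests on low counts. MND1 varied between senescent libraries, from 1 read in replicate B4 to 145 reads in replicate B1, and its log2 fold change of -3.64 ranged from -4.35 without senescent replicate B1 to -3.02 without senescent replicate B4.

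Of the 33 panel genes, 27 were tested and 17 passed the threshold, 15 higher and 2 lower. The number was 17 as well when adjusted over the list alone. Across the alternatives it was 16 to 18. The other 10 tested genes comprised 6 with an adjusted p under 0.1 but a fold change under 1.5 (CDKN2A, FOXO1, ISL1, ABCC8, ONECUT2 and B2M) and 4 with a higher adjusted p.

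Removal of the transgenes was addressed first through TERT. Whether reads of the introduced copy count towards TERT (chromosome 5, 1253147 to 1295068) is not known. The mean TERT value was 97.3 normalised read counts in non-senescent and 113 in senescent samples, and its log2 fold change of 0.28 ± 0.13 (SE) did not pass (adjusted p 0.107). It was 0.65 in batch A and 0.09 in batch B. A fall of TERT reads was not detected.

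Cell-cycle control genes were compared next. CDKN1A, which encodes the p53 target p21 (chromosome 6, 36676460 to 36687337), rose from 45.1 ± 20.2 to 981 ± 661 normalised read counts (SD, n = 6; log2 fold change 3.92, SE 0.35, adjusted p 1.08e-07). The rise was 4.78 in batch B and 2.18 in batch A, and that difference passed the interaction test (adjusted p 0.00191). Senescent samples had 133 ± 0.643 normalised read counts of CDKN1A in batch A (SD, n = 2) and 1404 ± 102 in batch B (SD, n = 4). CDKN2A, which encodes p16 and p14ARF (chromosome 9, 21967752 to 21995301), was lower in senescent samples, 4247 ± 947 against 6288 ± 2080 normalised read counts (SD, n = 6). Its log2 fold change was -0.52 ± 0.07 (SE, adjusted p 1.6e-05), which is under the fold change limit. CDKN2A was past that limit with scaling to the same total (-0.63) and in batch B alone (-0.65). In batch A its log2 fold change was -0.26, and the difference between batches passed the interaction test (adjusted p 0.0709). The transcripts of both proteins end within 431 bp, so 3′ reads do not separate them. The proliferation gene MKI67 decreased from 537 ± 138 to 73.6 ± 11.0 normalised read counts (SD, n = 6; log2 fold change -2.83, SE 0.14, adjusted p 1.26e-10), with -3.45 in batch A and -2.51 in batch B.

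Among the beta-cell genes of the panel, INS (chromosome 11, 2159779 to 2161221) increased from 19853 ± 8849 to 99547 ± 60362 normalised read counts (SD, n = 6). Its log2 fold change was 2.23 ± 0.11 (SE, adjusted p 1.26e-10) or 4.70-fold, with 2.54 in batch A and 2.08 in batch B. INS reads made up 0.161% to 0.483% of the reads of non-senescent libraries and 0.659% to 2.35% of those of senescent libraries. MAFA (chromosome 8, 143419182 to 143430732) rose by 2.36 ± 0.25 (log2 ± SE, adjusted p 1.16e-06), with 2.22 in batch A and 2.44 in batch B. STX1A, GLIS3, FOXO3 and RFX1 rose by 0.80 to 0.93 on the log2 scale. GLIS3 rose by 0.18 in batch A and 1.26 in batch B (adjusted interaction p 0.146). For PDX1 the log2 fold change was 0.59 ± 0.07 (SE, adjusted p 2.49e-06), just over the fold change limit. PDX1 was under that limit in 5 of 15 alternatives: TMM scaling (0.58), upper quartile scaling (0.58), edgeR (0.58), batch B alone (0.51) and the same total (0.48). It was also under it in 7 of the 12 fits that each left out 1 library. ISL1, ABCC8, FOXO1 and ONECUT2 rose by 0.34 to 0.42. For ONECUT2 the change was 0.68 in batch B and -0.11 in batch A (adjusted interaction p 0.0323).

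Genes of the interferon response moved in different directions. HLA-E (chromosome 6, 30489509 to 30494194) rose from 397 ± 102 to 660 ± 25.2 normalised read counts (SD, n = 6; log2 fold change 0.77, SE 0.10, adjusted p 1.42e-05), with 0.38 in batch A and 0.96 in batch B (adjusted interaction p 0.0744). AP3B1, TNFSF10, BCL3 and ASS1 rose by 1.41 to 2.68 on the log2 scale. The rise of AP3B1 was 0.98 in batch A and 1.77 in batch B (adjusted interaction p 0.0289), and that of ASS1 was 1.38 in A and 3.33 in B (adjusted interaction p 1.11e-04). B2M was lower by less than the fold change limit (-0.24, SE 0.10, adjusted p 0.0521). For B2M the fits without 1 library ranged from -0.30 to -0.16, the last without non-senescent replicate A2 (adjusted p 0.145), so its adjusted p under 0.1 rests on single libraries. IRF1 and OAS1 did not pass. HLA-B had 19 reads over the 6 non-senescent and 5 over the 6 senescent libraries, and MX1 had 24 and 20. Both were below the filter, and neither passed without it (limma adjusted p 0.131 for HLA-B and 0.498 for MX1).

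Several panel cytokines had few reads. IL1A had 0 reads in all 12 libraries. IL1B had 1 read in total, IL6 had 6 reads in non-senescent and 0 in senescent libraries, and CXCL8 had 4 and 6. Without the filter IL6 passed as lower (adjusted p 0.0595), with at most 3 reads in any library. CXCL1 (chromosome 4, 73869393 to 73871308) had enough reads for the main test. It decreased from 161 ± 116 to 23.8 ± 15.9 normalised read counts (SD, n = 6; log2 fold change -2.40, SE 0.23, adjusted p 2.2e-07), with -1.66 in batch A and -2.77 in batch B.

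**Figure D3:**
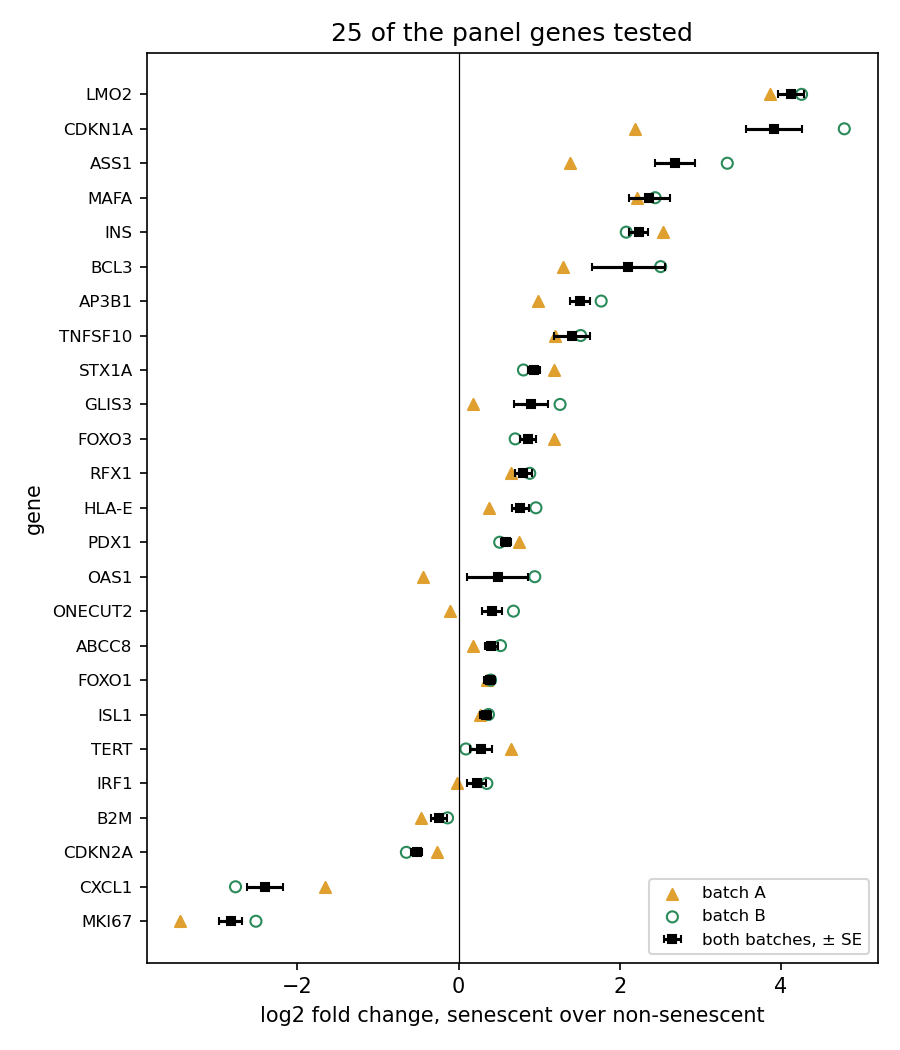
Log2 fold change of tested panel genes (x axis, genes on the y axis). Squares give the fit over both batches with the standard error, triangles batch A and circles batch B; LMO2 (4.13) and CDKN1A (3.92) are highest, MKI67 (-2.83) and CXCL1 (-2.40) lowest.

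Signature scores asked whether lists of genes shifted as a whole. By the exact permutation test within batch, 9 of the 16 lists were higher and 6 were lower in senescent cells at an adjusted p under 0.05, and 11 lists reached the smallest p possible. That test exchanges sample labels and does not set a list against random lists. Since many genes changed, a small score difference need not be particular to its list. The number of lists was lowest, 12, with the stricter filter, with permutation over all 12 samples and under the replicate block. Beta cell maturity rose by 0.36 (within-group SD 0.03, adjusted permutation p 0.00693), by 0.25 in batch A and 0.41 in batch B. Of its 68 tested members 18 were higher and 7 lower, and the 25 calls were the same number adjusted over the list alone. The lower members, named after their values were seen, were GCG, SCGN, PCSK1, SST, SIX3, INSM1 and UCN3. Their log2 fold changes were -1.30 to -0.63. The p16-associated signature rose by 0.28 in both batches (adjusted permutation p 0.00693) and the hallmark p53 pathway by 0.24 (0.25 in A and 0.23 in B). Replicative senescence rose by 0.17 over both batches (adjusted permutation p 0.0176), but by 0.25 in batch B and 0.00455 in batch A, so the relation did not hold within batch A. Ras-induced senescence rose by 0.20 (0.03 in A and 0.28 in B), IR-induced senescence by 0.13 (a call kept in 6 of 10 alternatives) and the p21-associated signature by 0.15. Insulin secretion rose by 0.15 and response to glucose by 0.17.

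Proliferation lists fell most. The cell cycle score decreased by 1.91 (within-group SD 0.05, adjusted permutation p 0.00693), and 85 of 92 members were called lower and 0 higher. The hallmark E2F targets score decreased by 1.30, with 141 of 194 members lower and 0 higher. Interferon stimulated genes decreased by 0.11 (within-group SD 0.03, adjusted permutation p 0.00693), by 0.13 in A and 0.10 in B. Of 227 tested members of that list 24 were higher and 33 lower. The score was no longer past the limit with the stricter filter (-0.05, adjusted permutation p 0.0586). Type I IFN response decreased by 0.13 and CellAge senescence by 0.07, a call kept in 5 of 10 alternatives. MHC-I antigen presentation decreased by 0.78, with only 9 members tested, among them HLA-C. SASP, the senescence-associated secretory phenotype, had a score difference of -0.07 (within-group SD 0.11, exact permutation p 0.271). Of its 75 matched genes 28 were tested, and 5 of these were higher (BMP2, IGF2R, LEP, PGF and SERPINE2) and 5 lower (CXCL1, CXCL3, IGFBP1, IGFBP2 and LMNB1), apart from CXCL1 named after their values were seen.

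**Figure D4:**
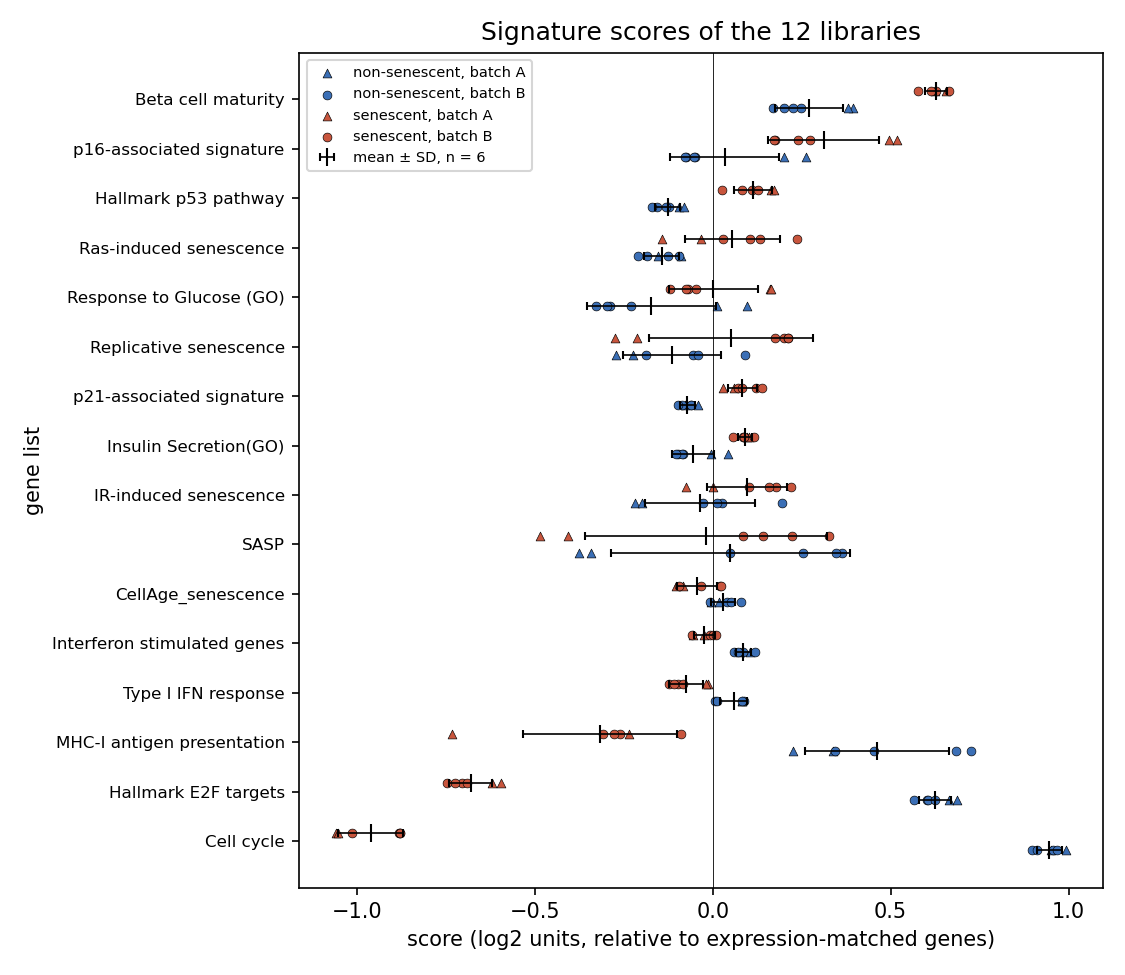
Signature score of each library (x axis, log2 units relative to expression-matched genes) for the 16 gene lists (y axis). Points are libraries with colour for group and shape for batch, and bars give the mean ± SD of 6 libraries; cell cycle and E2F lists are lower, and beta cell maturity and p53 pathway lists higher, in each senescent library than in any non-senescent library.

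Against all other tested genes, camera called 3 lists higher and 2 lower. These were the p16-associated signature (adjusted p 3.5e-05), beta cell maturity (adjusted p 0.0158), the hallmark p53 pathway (adjusted p 0.0209), cell cycle (adjusted p 3.17e-51) and hallmark E2F targets (adjusted p 8.33e-49). The 5 calls also passed with an estimated correlation and with fry. With fry, which tests for a shift in 1 direction without comparing the list with other genes, 15 lists passed and SASP did not (adjusted p 0.285). Fry's mixed test, of change in either direction, gave adjusted p from 2.52e-16 to 3.8e-11 and does not tell the lists apart. Replicative senescence and interferon stimulated genes, both at an adjusted p of 0.314, did not pass camera. No list differed between batches at an adjusted camera p under 0.05 (0 of 16), and at an unadjusted p under 0.05 there were 2.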

Values the study reported

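The study reported 1647 upregulated and 1745 downregulated genes in senescent EndoC-βH3 cells at an adjusted p under 0.1 and a fold change over 1.5. It reported a rise of the INS transcript of about 4-fold.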

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

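The tests of depth, composition, GC content and length, and of splits of the samples, were set out before their results were seen, whereas the weighing of single samples and of single genes came after.

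The response to senescence differed between the batches for 583 genes (limma interaction, adjusted p under 0.1). Among the 34 named genes that were tested, 9 differed. The difference, batch B minus batch A on the log2 scale, was 2.60 for CDKN1A, 1.95 for ASS1, 4.05 for ECEL1, 0.94 for MKI67, 0.79 for ONECUT2, 0.79 for AP3B1 and 0.58 for HLA-E. It was -0.38 for CDKN2A and -1.37 for PROM1. MKI67 fell in both batches, and fell less in B.

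Several technical explanations were argued against as the whole cause. After thinning every library to the smallest total, 590 genes differed, so the higher depth of batch A does not account for the count. After removing each library's trend on GC content and length, 452 genes differed, against 603 before among the same genes, so these trends may account for a part. Genes with a mean of at least 100 normalised read counts differed in 6.65% of cases, against 4.21% of all tested genes, which argues against compression of low values by the pseudocount.

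A weaker response in batch A cannot be told apart from selection. Of the 217 called genes that differed, 159 had the larger change in batch B and 58 in batch A, but calls from both batches lean towards B, which holds more samples. The list scores went both ways. The cell cycle score fell by 2.03 in A and by 1.85 in B, the opposite order. The hallmark E2F targets score changed by -1.28 in A and -1.32 in B, and that of beta cell maturity by 0.25 in A and 0.41 in B. Batch A holds 2 samples per group, so a difference between cultures stays open, and the labels name no biological difference between the batches.

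The comparison of senescent with non-senescent cells itself was tested in the same way. The 100 splits of the 12 samples into equal parts held the real one by design, and the others were drawn from the 462 possible ones. Only the real one gave as many genes past the threshold. The other splits mix both groups, so the senescence response adds to their spread and lowers their counts. Their counts therefore do not measure how many genes would pass between groups that do not differ. The largest other count was 1602, for a split that differs from the real one by the swap of 1 sample of each group, and the median other count was 0. For the set test, 4 of the 100 splits, the real one included, gave as many lists. The largest other count was 6 lists, above the 5 of the real one, and the median other count was 2 lists. Thinning left 3195 genes. Leaving out 43 abundant and mitochondrial genes, which held 41.1% of the reads, before scaling gave 3219 genes. Removing GC content and length trends gave 3148 genes, against 3186 before among the same genes.

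In 3 of 108 groups of samples 1 sample lay far from the others, where 5.4 are given by chance. The gap to the nearest sample was 0.649 of the range for BCL3 in non-senescent replicate B1 and 0.761 of the range for BUB1 in senescent replicate B4, which had 0 reads of BUB1. It was 0.661 of the range for the MHC-I antigen presentation score in senescent replicate A1. The number is no larger than chance gives, and no further explanation was tested.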

How the results depend on the processing

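The alternatives were chosen before the data were examined. Of 508 values of named genes under processing alternatives, 499 kept their direction and their side of the threshold, 6 became weaker and 3 stronger. The fit on batch A alone is not among these values. In batch A the log2 fold changes of ONECUT2 (-0.11), OAS1 (-0.44) and IRF1 (-0.02) had the opposite sign to the main fit. Those of HLA-E (0.38) and GLIS3 (0.18) were under the fold change limit there. The other tested named genes kept their direction in batch A. PDX1 lies near the fold change limit. For the scores 144 of 160 values were the same, 14 weaker and 2 reversed, and for the set tests 100 of 112 were the same, 10 stronger and 2 reversed.

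Without the batch term 2143 genes passed, 1037 of them higher. Without the fold change limit 6301 genes passed, 3214 higher and 3087 lower, since fewer conditions were set. Across the 12 fits that each left out 1 library, 3142 to 3277 genes passed.

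With a mean of at least 20 normalised read counts, which leaves fewer genes, the score of Replicative senescence was -0.00100 and that of Interferon stimulated genes -0.0506 (adjusted permutation p 0.0586, from 0.00385 to 0.0586 over the alternatives). With z-scores the SASP score was 0.0170. With permutation over all 12 samples the Replicative senescence difference stayed 0.166 but its adjusted p was 0.169. The score of SASP ranged from -0.113 to -0.0455 across the fits that each left out 1 library. Without non-senescent replicate B1 it was -0.113 and passed (adjusted permutation p 0.0429), so that library decides the call. The cause was not tested.

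CellAge senescence kept its call in 5 of 10 alternatives (largest adjusted permutation p 0.310) and IR-induced senescence in 6 of 10 (largest 0.152). Ras-induced senescence and Response to Glucose each lost it in 1.

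With fry 15 lists passed, among them Replicative senescence (adjusted p 0.00182) and Interferon stimulated genes (adjusted p 0.00701). Fry does not compare a list with other genes. The direction of the SASP set test reversed without the batch term (adjusted p 0.795) and with the filter of at least 20 (adjusted p 0.964), at no time past the limit.

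Replicate numbers do not pair the samples, since deviations within batch correlated at -0.0508 to 0.0164 across genes. With a replicate block 1591 genes were higher and 1620 lower, and the Replicative senescence difference of 0.166 had an adjusted permutation p of 0.0667.

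Depth limits genes with few reads: HLA-B and MX1 were tested without the filter only, and IL1A had 0 reads.

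CDKN2A passed the fold change limit with the same total per sample (-0.626) and in batch B alone (-0.647). Without the batch term the adjusted p of CDKN2A was 0.201, above the limit of 0.1. The adjusted p of B2M was above 0.1 without the filter (0.111), without the trend (0.131), without the batch term (0.304) and in batch B alone (0.354).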

Other observations

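The patterns below were noticed in the data and tested on the same data, so each is a hypothesis, and the genes were chosen after their values were seen. The tests of HLA genes and histones were chosen or worded after the result was seen.

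The fall of CDKN2A cannot be assigned to p16 or p14ARF. In the annotation 4 coding transcripts with the far first exon end close to transcripts with the near one (all these ends span 431 bp), so 3′ reads of the products cannot be told apart.

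The SASP score did not pass over all 12 libraries, a call that 1 library decides: without non-senescent replicate B1 it was lower (-0.113, adjusted permutation p 0.0429 for the score of SASP). A rise of some members below the filter stays open: the summed value of 47 such genes changed by -0.0260 on the log2 scale (exact permutation p 0.890), but these genes have few reads, 14 have none, and members can move both ways.

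The interferon list fell slightly. Without the 2 members that are in the proliferation lists the score difference was -0.0833, and without HLA-C it was -0.0924 (exact permutation p 0.00476 for each, the smallest possible), so neither accounts for the fall alone.

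HLA-C fell and HLA-E rose. In batch B the HLA-C loss was 15.5% of the HLA-E gain, so reads moved from HLA-C do not account for the whole rise of HLA-E there. In batch A the loss was 110% of the gain, so for the 2 samples per group of that batch moved reads cannot be told apart from a rise. For the fall of HLA-C, reads moved to other class I genes cannot be told apart from a fall of the transcript: HLA-C lost 90.8 normalised read counts on average, and how Salmon divided reads among these genes is not known.

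Some immediate-early genes were higher in the senescent libraries of batch A. For 5 of 5 genes first seen (FOS, FOSB, JUN, EGR1 and DUSP1) both of these libraries lay above the other 10, which argues against a single library. Among 21 other immediate-early genes the median interaction was -0.47, as low in 0.02% of 10000 random lists. Of these 21 genes 15 had a lower change in B than in A, and 4 passed the interaction test. Their median log2 fold change was 0.28 in batch A and -0.11 in batch B, and single genes went both ways in batch A. A response of the senescent culture of batch A, such as to handling, may be a candidate explanation, and was not tested.

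Metallothionein genes rose. Their summed value rose by 3.64 on the log2 scale (exact permutation p 0.00476, the smallest possible), from 10.2 to 130 normalised read counts, which argues against reads moved among them. No cause was tested.

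Histone genes moved both ways. Of 22 tested genes 12, or 54.5%, were higher, also with the same total and with TMM scaling. Only the poly(A) RNA of these genes was measured, so this count cannot decide whether fewer cells in S phase play a part. The sum of 46 H2A and H2B genes other than 3 first seen rose by 0.67 (exact permutation p 0.00476, the smallest possible), which argues against reads moved among H2A and H2B paralogs as the whole cause. The H4 genes that rose were HIST1H4E, HIST1H4H and HIST2H4B. In batch A the sum of H4 genes rose by 248 normalised read counts, from 377 to 625, beyond the spread of 2 samples per group, which argues against reads moved among H4 genes as the whole cause there. In batch B it changed by -8558, from 11092 to 2534, so moved reads stay open there. The sum of H1 genes changed by -0.85 (exact permutation p 0.0857). For the 5 genes that were lower, fewer cells in S phase stays open, since these genes were part of the pattern.

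INS and IGF2 rose together with some of their neighbours. Of 16 other tested genes near INS, 7 were called higher and 2 lower. The median log2 fold change of these 16 genes was 0.43, and 0.694% of 13107 overlapping windows with as many genes had a median as high. After removing GC content and length trends it was 2.36% of windows. The INS-IGF2 readthrough held 2.32e-04 percent of the gain. A regional rise may be present, but the region was chosen because INS rose.

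In batch B longer genes were higher in senescent cells. Given GC content the partial rank correlation with length across genes, which are not independent, was 0.136, and after thinning the rank correlation was 0.151, so neither GC content nor depth accounts for it. In batch A the rank correlation was -0.0101, and the partial rank correlation given GC content was 0.0313. The difference between the batches was not tested, and RNA quality stays open.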
